A study of Homo sapiens with 30 samples. Its data were reported in "An intrinsically disordered region mediates RNA-binding selectivity and cellular activities of LARP6" (2026).

How the data were processed

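RNA binding of LARP6 was measured by iCLIP (individual-nucleotide resolution UV crosslinking and immunoprecipitation) in 18 samples, 3 replicates for each of 6 U-87 MG cell lines. U-87 MG is an established human glioblastoma line. In 5 of the lines doxycycline induced a myc-tagged LARP6 variant, at 60 ng/mL for 24 h, and parental cells without a variant served as the negative control. The variants were full-length LARP6 (FL) and deletions of the N-terminal disordered region (ΔNTR), of the La-module (ΔLa-module, the folded RNA-binding part), of both together (ΔNTD) and of the C-terminal region (ΔCTR). Total RNA of the same 6 lines was sequenced in 12 input libraries. Each line had 1 single-end library of 50 nt reads, described in the labels as small RNA, and 1 paired-end library of 150 nt reads, described as long RNA. These libraries are called SE50 and PE150 here. Samples were grouped by the labels alone.

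Per the methods of the study, the authors demultiplexed the iCLIP reads with Ultraplex, trimmed them with TrimGalore and discarded those that mapped to rRNA or tRNA with Bowtie. The rest were aligned with STAR to the human genome GRCh38 with GENCODE annotation, and PCR duplicates were removed with UMI-tools. Peaks were called in each replicate with Clippy, at a minimum of 3 counts per peak. The authors merged the peaks of the 3 replicates, summed their scores, and subtracted peaks called in parental cells with bedtools. The deposited score of a peak is this summed value, a whole number that was at least 3 in every list. It is the authors' own value and was not scaled to library depth. Subtraction can leave fragments of peaks, and the narrowest peak in the FL list was 5 nt. The pooled lists carry no replicates, so no spread between replicates and no p-value could be had for any iCLIP result. Reads and crosslink positions of single replicates were not analysed here, and the depth of the iCLIP libraries is therefore unknown here.

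For the input, the authors trimmed reads with TrimGalore and took counts per gene from STAR, as deposited in 3 columns for unstranded, forward and reverse counting. The column was chosen by a rule: a strand was used when its total was at least 4 times that of the other strand. The total was 8.76 to 9.71 times higher in the reverse column for PE150 and 25.2 to 31.9 times higher in the forward column for SE50. The PE150 libraries held 25027075 to 28692476 counts in genes, 62.2 to 65.6% of all reads. The SE50 libraries held 6181270 to 10307756, 28.2 to 37.7% of all reads, and 40.4 to 54.0% of SE50 reads were ambiguous between genes. Reads outside genes, ambiguous reads and reads that mapped to several places stayed out of the totals. Of 62750 gene identifiers, 62625 matched the annotation used here and 125 did not.

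Peak coordinates were compared with the reference of the same build, GRCh38, annotated with a later GENCODE release than the authors used. Each peak was assigned by its centre to CDS, 5'UTR, 3'UTR, ncRNA, intron or intergenic sequence, in this order. Peaks overlapped when they shared at least 1 nt on the same strand. As a reference for overlaps and for neighbouring peaks, the peaks of a list were placed 100 times at random in the exonic or intronic sequence of their own gene. Peaks that overlapped no FL peak but lay within 100 nt of one were counted as peripheral. To compare lists at a common total, scores were thinned binomially to the summed score of the ΔNTR list (92958), peaks left with a score of 3 or more were kept, and the median of 100 draws was taken. Sequence was read in the 31 nt around the peak centre. The 5-mer enrichment is the log2 of the observed over the placed count.

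Intervals of 95% are given throughout. They are exact Poisson intervals for counts of peaks, Wilson intervals for shares, exact binomial intervals for ratios of 2 counts, and bootstrap intervals (1000 draws) for differences and ratios between lists, over sites for scores at shared sites and over genes otherwise. All cover counting error or the choice of genes, never the difference between cultures. Input counts can hold several reads of 1 molecule, since no molecular identifiers are stated for them, so the intervals are minimum errors. Genes and peaks are not replicates.

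Cytosolic ribosomal protein genes were taken by symbol. The rule gave 83 genes, among them 3 read-through genes and RPS19BP1, which is not a ribosomal protein gene. Of these, 79 genes remained in a shorter list. Random lists of the same size, 10000 in all, were matched on PE150 counts. The score share of a gene is its summed score over the total of the list, and its change is the log2 ratio of the shares with a pseudocount of 1 on the score, less the log2 ratio of the input CPM. It was computed for genes with a summed score of at least 50 over both lists. For this change the input CPM came from total counts. For fold changes input counts were scaled by edgeR's TMM factors, and fold changes are on the log2(CPM + 1) scale, which understates the change of low genes. With 1 library per line and protocol there was no test across genes. A gene was counted as changed when both protocols gave a log2 fold change of at least 1 in the same direction, among genes of at least 1 CPM in either library of each protocol.

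SE50 was set as the main input because its reads were taken to resemble the iCLIP reads, and its small RNA content was overlooked when that choice was made. The SE50 values are kept as the main ones and each is set beside its PE150 value. Groups, tests, thresholds, alternatives and the rule for named genes were chosen before the data were examined. The shorter ribosomal list, the count of changed genes from PE150 alone and the tests of explanations that the closing section names as chosen later were added afterwards. The named genes are LARP6, 3 loci the study displays (COL1A1, RPLP2 and CTNNA1), COL1A2 as the other collagen type I gene, the 3 highest-scored FL peaks, the 3 genes with the highest and the 3 with the lowest change of score share for ΔNTR and for ΔCTR, the 3 protein-coding genes of at least 10 CPM with the highest and the 3 with the lowest input change in FL that both protocols shared, and the 3 most enriched 5-mers per list.

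The interval functions were tested on simulated data. A list with 40.0% of its peaks on FL peaks gave 40.0%, all 2210 planted neighbours were found, and a ratio of 1.28 between simulated lists that differed only in depth became 1.00 after thinning. These simulated lists kept counts below 3, which the deposited lists lack, so thinning of lists cut off at 3 was not tested. In simulated FL and parental input libraries of 3449 genes, 192 changed genes were planted, and 117 (60.9%) were called in both protocols with 0 false calls. PE150 alone recovered 191. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, samtools 1.23.1, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. DESeq2 served only for an alternative scaling of the input counts. Alternatives were other score thresholds, thinning, joined or narrow peaks, stricter overlap, another order of regions, other distances and windows, and other scalings, filters, pseudocounts and count columns of the input.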

Results

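LARP6 is an RNA-binding protein known for binding collagen mRNAs, and its folded La-module is flanked by disordered regions. The study asked which of these parts LARP6 needs to bind RNA in living cells. The iCLIP data were 18 samples, 3 for each of 5 myc-tagged LARP6 variants and 3 for parental U-87 MG cells, and reached this report as 1 pooled, parental-subtracted peak list per variant. Totals of input counts per library ran from 6181270 to 28692476. Each iCLIP value pools 3 replicates that cannot be separated here, and each input value comes from 1 library. Differences are therefore given with 95% counting or bootstrap intervals and were not tested against replicate spread.

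The first comparison asked how many binding sites each variant had. The FL list held 14334 peaks (14100 to 14571). Deleting the La-module left 636 peaks (588 to 687), 4.44% of the FL number, and deleting the whole N-terminal domain left 291 (259 to 326), 2.03%. The ΔNTR list held 17180 peaks (16924 to 17439) and the ΔCTR list 15870 (15624 to 16119), 1.20 and 1.11 times the FL number. Peaks lay in 4873 genes for FL, 4967 for ΔNTR, 5219 for ΔCTR, 493 for ΔLa-module and 262 for ΔNTD. Of the FL peaks, 96.8% were in protein-coding genes.

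Scores did not follow the number of peaks. The summed score was 102788 for FL, 92958 for ΔNTR and 118751 for ΔCTR, over 377204, 460756 and 424695 nt of peaks. The mean score per peak was 7.17, 5.41 and 7.48. Peaks at the minimum score of 3 made up 53.7% of the FL list, 54.5% of the ΔNTR list and 51.1% of the ΔCTR list, but 76.7% for ΔLa-module and 82.8% for ΔNTD. Since a replicate needed 3 counts per peak and scores were summed, a peak of score 3 came from 1 replicate only. At the other end, 1929 FL, 1400 ΔNTR and 2339 ΔCTR peaks had a score of at least 10, so the ratio of ΔNTR to FL was 0.726 there, below 1. With scores thinned to the ΔNTR total, the lowest of the 3, the ratio of ΔCTR to FL peaks changed direction to 0.906. Dropping peaks left below 3 lowered the FL and ΔCTR totals further, so this is not a ratio at equal final totals or equal depth. Thinning to that total shortens only the other lists, so the ratio of ΔNTR to FL could only rise, and it was 1.41.

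**Figure D1:**
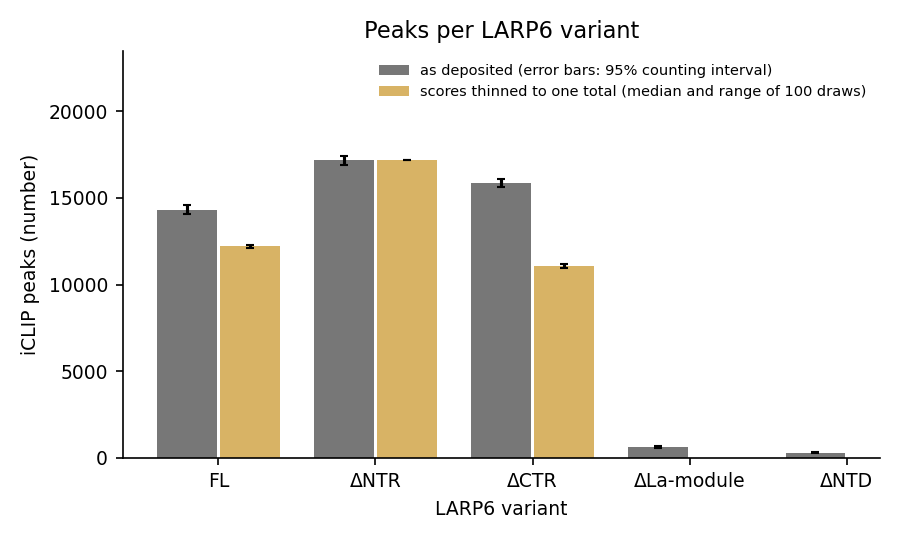
Number of iCLIP peaks (vertical axis) in the pooled list of each LARP6 variant (horizontal axis), as deposited with 95% counting intervals (grey) and, for FL, ΔNTR and ΔCTR, with scores thinned to a common total (yellow, median and range of 100 draws). The common total was that of ΔNTR, whose list thinning therefore left as it was, while ΔCTR went from 15870 peaks to 11067 and so from above to below FL.

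The overlap of the lists asked whether the mutants bound the same sites. A ΔNTR peak overlapped 35.3% of FL peaks (Wilson, 34.5 to 36.1%), against a mean of 7.66% (7.09 to 8.24%) when ΔNTR peaks were placed at random in their own genes. A ΔCTR peak overlapped 37.9% (37.1 to 38.7%), against 6.53% (6.0 to 6.94%) when placed. Both overlapped 24.8% of FL peaks and neither overlapped 51.6%. ΔLa-module peaks overlapped 1.08% of FL peaks (0.925 to 1.26%) against 0.449% when placed, and ΔNTD peaks 0.502% (0.399 to 0.632%) against 0.137%. Overlap rose with the FL score. At a score of 3, 17.0% of 7694 FL peaks were overlapped by ΔNTR and 18.1% by ΔCTR. At scores of 10 to 99 these shares were 87.8 and 93.0% of 1872 peaks, and all 57 FL peaks of 100 or more were overlapped by both lists. Requiring 50% of both peaks to overlap moved the ΔNTR share to 23.9%. By gene, 69.1% of the genes with an FL peak also had a ΔNTR peak and 72.5% a ΔCTR peak.

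The 3 highest-scored FL peaks all lay in 3'UTRs. The first, in ACTB (GRCh38 7:5527485-5527516, minus strand), scored 2098 in FL, 1099 in ΔNTR, 3293 in ΔCTR and 4 in ΔLa-module. The others lay in HNRNPH1 (5:179614718-179614736, minus strand), with 720 in FL, 245 in ΔNTR and 780 in ΔCTR, and in PGK1 (X:78126080-78126101, plus strand), with 676, 256 and 625. Their shares of the summed FL score were 2.04, 0.700 and 0.658%, and 1.18, 0.264 and 0.275% in the ΔNTR list.

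Shared sites were FL peaks that overlapped exactly 1 ΔNTR and 1 ΔCTR peak, neither of which overlapped another FL peak. There were 2454, of 3557 FL peaks that both lists overlapped. Over them the summed ΔNTR score was 0.648 times the FL score (0.619 to 0.675) and the summed ΔCTR score 1.13 times (1.08 to 1.19). Among the 939 of these sites with a mean score of at least 10 over the 3 lists, the ratios were 0.583 (0.557 to 0.612) and 1.15 (1.08 to 1.22). At the 42 sites with an FL score of at least 100 the ΔCTR ratio was 1.09 (0.874 to 1.28), and without ACTB it was 0.959 (0.844 to 1.07). The median ΔCTR ratio per site was 0.888 there (0.786 to 0.934), with 69.0% of the sites lower than in FL. The mean width was 31.1 nt for FL, 30.8 nt for ΔNTR and 31.9 nt for ΔCTR at shared sites. Outside shared sites, where FL peaks that both lists overlapped but not 1 to 1 also fall, the summed ΔNTR score was 67052. The FL score there was 62804, a ratio of 1.07. The iCLIP libraries' depths were unknown here, so these ratios compare the lists and not amounts of bound RNA.

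**Figure D2:**
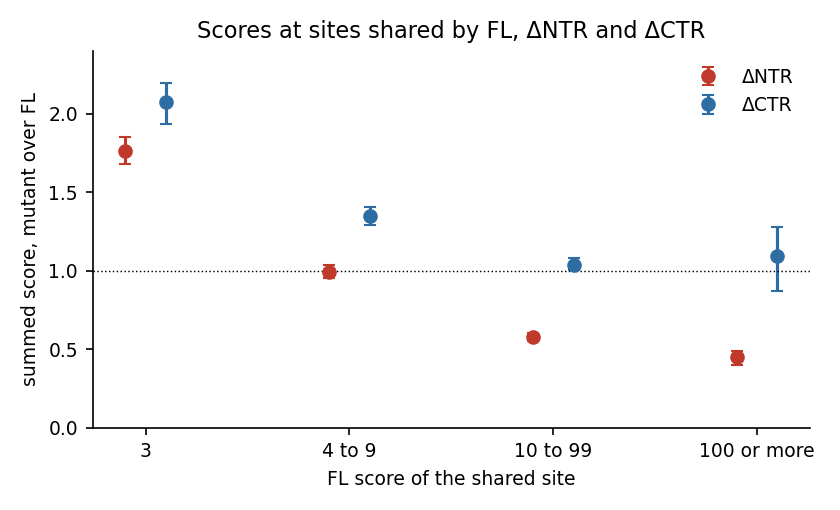
Summed score of ΔNTR (red) and ΔCTR (blue) over that of FL at 2454 shared sites (vertical axis) by the FL score of the site (horizontal axis), with 95% bootstrap intervals over sites and a dotted line at 1. Sites are classed by the FL score itself, which raises the ratios at low and lowers them at high FL scores, and at FL scores of 100 or more ΔNTR stood at 0.450 and ΔCTR at 1.09, or 0.430 and 0.959 without ACTB.

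Several known targets served as examples. The COL1A1 5'UTR (ENSG00000108821) held 3 peaks in each of FL, ΔNTR and ΔCTR, and the highest of them, at 17:50201541-50201569 on the minus strand in FL, scored 92, 39 and 111. The whole gene had 47, 63 and 58 peaks. In COL1A2 (ENSG00000164692) the highest 5'UTR peak, at 7:94394962-94395003 on the plus strand in FL, scored 98, 46 and 107, and the gene had 26, 39 and 40 peaks. The 5'UTR peak of the ribosomal protein gene RPLP2 (ENSG00000177600), at 11:809961-809996 on the plus strand in FL, scored 24, 24 and 26. The LARP6 gene (ENSG00000166173) had 2 peaks in its 5'UTR in each of these lists, with summed scores of 28, 17 and 9. The 3'UTR of CTNNA1 (ENSG00000044115), on the plus strand of chromosome 5, had 2 FL peaks, at 138934168-138934189 with a score of 305 and at 138934198-138934224 with 18. The ΔNTR list had 8 peaks in CTNNA1, of which 7 lay in the 3'UTR. The highest scored 97, the others 3 to 7, and 5 overlapped no FL peak. The ΔCTR list had 4 peaks, with scores of 355, 20, 3 and 3, and 2 of them overlapped no FL peak. None of these 5 genes had a peak in the ΔLa-module or ΔNTD list.

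**Figure D3:**
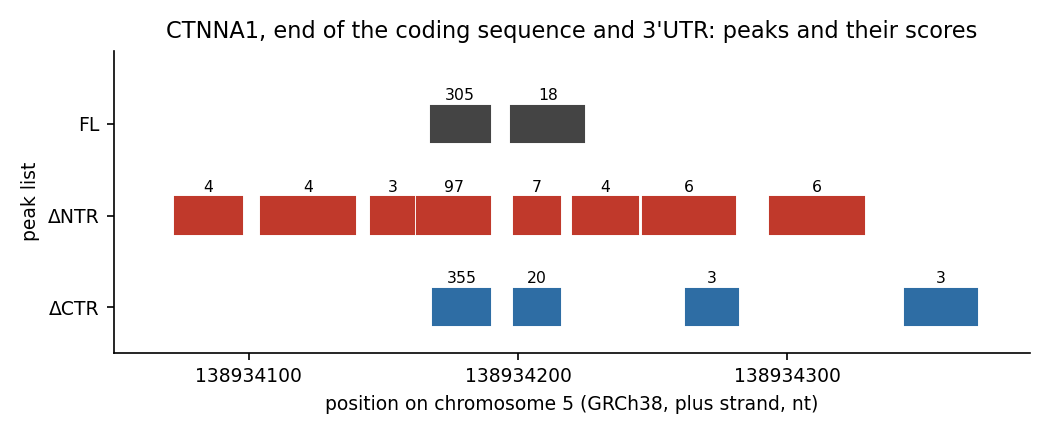
Peaks in the end of the coding sequence and the 3'UTR of CTNNA1 (GRCh38, position in nt on chromosome 5, horizontal axis) in the FL, ΔNTR and ΔCTR lists (vertical axis), drawn to scale with the authors' score above each. The FL scores of 305 and 18 faced ΔNTR scores of 97 and 7, with 6 further ΔNTR peaks of 3 to 6 around them, and the FL peak of score 4 further upstream in the coding sequence is outside the map.

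The place of the peaks in the genome was compared next. Centres in 3'UTRs made up 47.7% of FL peaks (46.9 to 48.5%), 49.8% of ΔNTR peaks (49.0 to 50.5%) and 50.8% of ΔCTR peaks (50.1 to 51.6%), but 24.5% of ΔLa-module peaks (21.3 to 28.0%) and 27.1% of ΔNTD peaks (22.4 to 32.5%). Per Mb of sequence the 3'UTR held 161, 202 and 190 peaks in FL, ΔNTR and ΔCTR, and the CDS 146, 177 and 164. The 5'UTR held 69.9, 79.4 and 47.7 per Mb, and its share of peaks was 4.53% in FL (4.20 to 4.88%), 4.29% in ΔNTR (4.00 to 4.60%) and 2.79% in ΔCTR (2.55 to 3.06%). Introns took 8.40% of FL, 6.44% of ΔNTR and 6.62% of ΔCTR peaks, against 29.9% of ΔLa-module and 29.2% of ΔNTD peaks. Assigning 3'UTR before CDS moved the 3'UTR shares most, to 57.9% in FL, 60.1% in ΔNTR and 61.7% in ΔCTR.

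**Figure D4:**
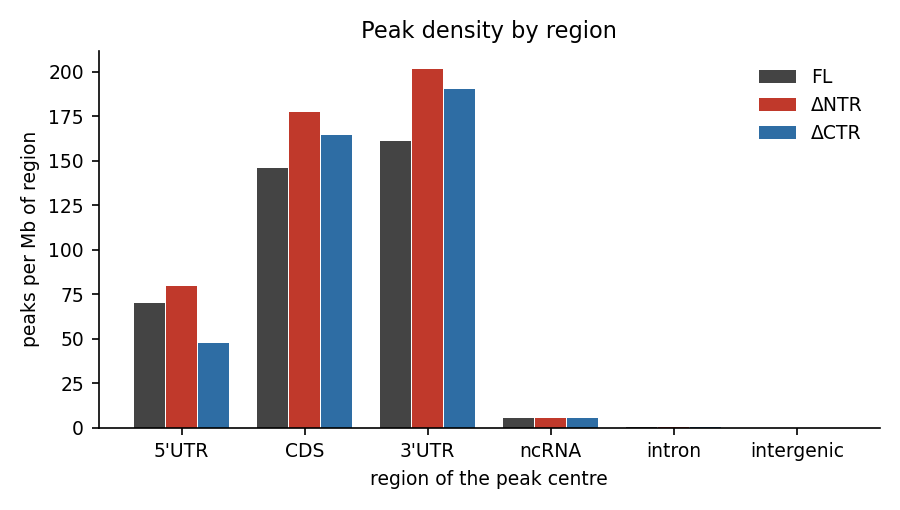
Peaks per Mb of region (vertical axis) by the region of the peak centre (horizontal axis) for FL (grey), ΔNTR (red) and ΔCTR (blue). Density was highest in the 3'UTR in all 3 lists (161, 202 and 190 per Mb), and the 5'UTR density of ΔCTR, 47.7 per Mb, was below that of FL.

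Peak width and the peaks beside FL peaks were measured because the study reported a broader crosslink footprint around FL peak summits without the NTR. That result came from crosslink density, beside in vitro binding to CTNNA1 oligonucleotides. Widths of called peaks and separate neighbouring peaks are other measures and do not test it. The median width was 22 nt in FL and 23 nt in both ΔNTR and ΔCTR. The mean ΔNTR peak was 0.504 nt wider than the mean FL peak (0.228 to 0.744), and the mean ΔCTR peak 0.446 nt wider (0.195 to 0.691). At shared sites, which leave out FL peaks met by several ΔNTR or ΔCTR peaks, the ΔNTR peak was not detectably wider than the FL peak. The difference was -0.299 nt (-0.928 to 0.291). Among peaks of at least 10 the ΔNTR difference was 2.62 nt (1.44 to 3.78) and the ΔCTR difference -0.262 nt (-1.35 to 0.773).

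Of the 12017 ΔNTR peaks that overlapped no FL peak, 2829 (23.5%) lay within 100 nt of one, or 19.7 per 100 FL peaks. For ΔCTR there were 2244 of 10415 (21.5%), or 15.7 per 100 FL peaks, which gave a ratio of 1.26 (1.20 to 1.33). Random placement in the same genes gave 1815 for ΔNTR and 1525 for ΔCTR, so that the observed numbers were 1.56 and 1.47 times the placed ones. The ratio between these, 1.06 (1.01 to 1.11), was closer to 1 than the ratio of the counts. Within 50 nt it was 0.993 (0.937 to 1.05), and the ΔNTR list had no detectable excess over ΔCTR there. Within 200 nt it was 1.09 (1.05 to 1.13). With scores thinned to the ΔNTR total, which shortens the FL and ΔCTR lists and leaves the ΔNTR list as it was, the ratio of counts was 1.85.

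**Figure D5:**
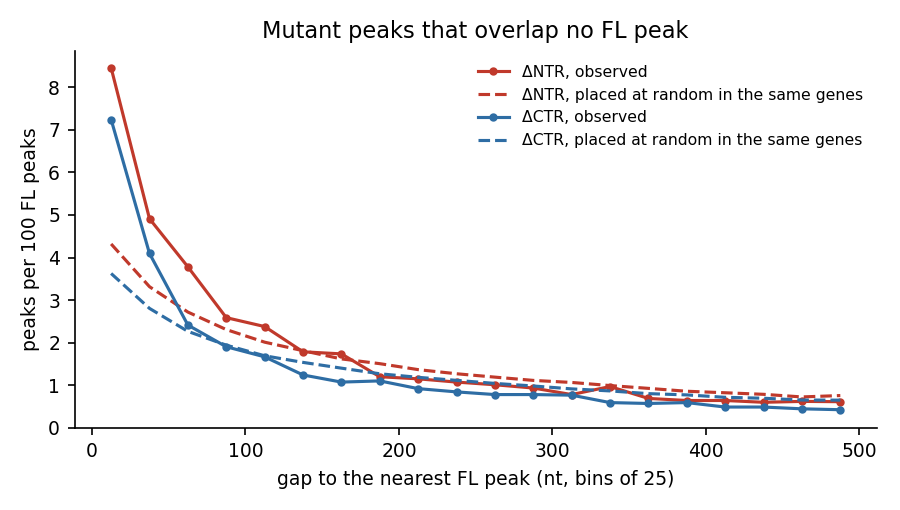
Peaks of ΔNTR (red) and ΔCTR (blue) that overlap no FL peak, per 100 FL peaks (vertical axis), by the gap to the nearest FL peak in nt (horizontal axis, bins of 25 nt), observed (solid) and as the mean of random placements in the same genes (dashed). Both lists were above their placements closest to FL peaks, with 1.75 times the placed number for ΔNTR and 1.76 times for ΔCTR within 50 nt.

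Ribosomal protein mRNAs start with a 5' terminal oligopyrimidine sequence that LARP6 is known to bind. A peak within 50 nt of an annotated transcription start was present in 24 of 83 cytosolic ribosomal protein genes in FL (28.9%, 20.3 to 39.4%), in 29 in ΔNTR (34.9%, 25.6 to 45.7%) and in 22 in ΔCTR (26.5%, 18.2 to 36.9%). The intervals of the 3 lists overlapped. Random gene lists matched on PE150 counts had a median of 19.3% in FL, and the ribosomal share lay at percentile 99.3 of them, as a description of these lists. The percentiles for ΔNTR and ΔCTR were 99.8 and 98.7. Of 78 mitochondrial ribosomal protein genes, 3 in FL, 7 in ΔNTR and 2 in ΔCTR had such a peak, at percentiles 76.5, 99.6 and 84.8 of their own matched lists. No such peak occurred in the ΔLa-module or ΔNTD list, for which matched lists had medians of 1.20 and 0%, so that no loss beyond the shorter lists was detectable. Counting only peaks with a score above 3 moved the share of cytosolic genes to 21.7% in both FL and ΔNTR and to 16.9% in ΔCTR.

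Sequence composition was compared because the study described pyrimidine-rich motifs. In the 31 nt around the centre, C and T made up 52.5% at FL peaks, 52.8% at ΔNTR peaks and 51.9% at ΔCTR peaks, against 50.2% in all 3 when placed at random in the same genes. The excess was larger in ΔNTR than in FL by 0.344 percentage points (0.100 to 0.587) and lower in ΔCTR, with a difference of -0.450 (-0.679 to -0.228). In 3'UTRs alone the ΔNTR difference was 0.250 (-0.0993 to 0.573) and not detectable, and with the peak itself as the window its interval also reached 0 (0.278, -0.000772 to 0.554). The 5-mers with the highest enrichment were TCGAC, CGTCC and TACGC in FL, with log2 values of 0.61, 0.52 and 0.51. They were TATCG, TTCGT and TCGTC in ΔNTR (0.59, 0.55 and 0.49) and TCGTT, TACCG and ATTCG in ΔCTR (0.54, 0.46 and 0.45). All of them contain CG and were seen 58 to 232 times in each list, and of the FL top 3 only 1 stayed in the top 3 when the window was the peak itself. Among 3'UTR peaks alone, 0 of the top 3 stayed in the top 3 of FL, ΔNTR or ΔCTR. Across the 32 5-mers made only of C and T the median log2 enrichment was 0.27 in FL, 0.31 in ΔNTR and 0.17 in ΔCTR. Among the 20 most enriched 5-mers, 1, 8 and 2 were of this kind.

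The input libraries were made to account for transcript abundance. In SE50, 98.1% of all gene counts fell on small RNA genes and 1.02% on protein-coding genes. MIR100 alone took 65.8 to 75.5% of the counts of a library. In PE150, 96.6% fell on protein-coding genes. mRNA values from SE50 therefore rest on few counts, and a gene's count can include reads from small RNA loci inside it. Within a line the CPM of the 2 protocols had Spearman's rho of 0.256 to 0.362 across 2503 to 2907 genes, which are not independent replicates. For fold changes against parental cells rho was 0.0530 in FL, 0.0963 in ΔNTR, 0.105 in ΔCTR, 0.0990 in ΔLa-module and 0.176 in ΔNTD. Unchanged lines and parental libraries, both simulated from the mean profile of each protocol, gave rho between -0.0394 and 0.0476. This range covers counting noise alone. It leaves out any peculiarity of the parental culture that both protocols would share, so higher values need not come from the variants.

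In both protocols 0 genes changed at least 2-fold in FL or ΔCTR against parental cells, of 3730 and 3569 genes. There were 4 higher genes in ΔNTR, 2 in ΔLa-module and 1 in ΔNTD, and 0 lower genes in any line. No gene passed in opposite directions. In PE150 alone, 8 genes were higher and 0 lower in FL, 102 and 7 in ΔNTR, 10 and 1 in ΔCTR, 47 and 11 in ΔLa-module, and 37 and 10 in ΔNTD. These counts have no replicate check. LARP6 itself had 1435 PE150 counts in parental cells, 1712 in FL, 1872 in ΔNTR, 1398 in ΔCTR, 1619 in ΔLa-module and 1562 in ΔNTD. The induced variants were codon-optimised per the study, so these counts do not check the labels. Among 70 protein-coding genes of at least 10 CPM, the protocols gave the same sign in FL for 37. The highest by the smaller of both changes were ARRDC3 (PE150 log2 fold change 0.45, SE50 1.01), ZMYM2 (0.20 and 2.20) and MT-ND6 (0.20 and 0.76). The lowest were POLR2H (-0.20 and -0.18), OASL (-0.12 and -3.28) and SPCS1 (-0.10 and -0.24). For OASL the SE50 count went from 184 in parental cells to 8 in FL while the PE150 counts were 611 and 587.

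Score per gene was then set against abundance. Across genes with at least 10 SE50 counts, rho between the summed score and the SE50 count was 0.285 in FL (1396 genes), 0.313 in ΔNTR (1304) and 0.327 in ΔCTR (1421). With PE150 counts it was 0.534 (0.513 to 0.556), 0.622 (0.602 to 0.641) and 0.582 (0.562 to 0.602) across 4658 to 4975 genes. With at least 100 SE50 counts, over 43 to 48 genes, it was -0.390 in ΔCTR (-0.630 to -0.0988). In FL it was -0.0655 (-0.353 to 0.224) and in ΔNTR -0.0547 (-0.391 to 0.268), neither detectably different from 0.

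Among 803 genes with a summed score of at least 50 in FL and ΔNTR, the input-normalised score share was at least 2-fold higher in ΔNTR for 58 genes and at least 2-fold lower for 168. With PE150 as the input the numbers were 63 and 105. For ΔCTR, of 905 genes, 49 were higher and 169 lower, and 50 and 54 with PE150. The median change itself was -0.28 for ΔNTR and -0.39 for ΔCTR with SE50, and -0.02 for both with PE150. The highest changes for ΔNTR were in RPL28 (log2 2.85, PE150 1.97), TXLNA (2.56 and 2.47) and TSPAN3 (2.27 and 2.3). The lowest were in LINC01312 (-6.19 with either input), FBXW7 (-5.81 and -5.39) and RALGPS2 (-3.44 and -3.15). LINC01312 and FBXW7 scored 0 in ΔNTR, so the size of their changes depends on the pseudocount. With a score pseudocount of 5 in place of 1 the SE50 values were -3.94 and -3.59. For ΔCTR the highest were HIPK1 (2.31 and 1.04), IL6ST (2.19 and 1.51) and PRNP (2.14 and 2.3), and the lowest EYA4 (-3.75 and -4.55), PFN1 (-2.67 and -1.93) and HNRNPA0 (-2.56 and -2.92). The SE50 counts behind these values in FL were 0 to 57. The FL peaks of LINC01312 (6:133837317-133837348, plus strand, score 80), FBXW7 (4:152400587-152400618, minus strand, 54) and EYA4 (6:133476075-133476091, plus strand, 63) were intronic and shared at least 11 nt with 7SL RNA, a repeat-forming small RNA. LINC01312 had 0 counts in the FL input of either protocol. In HNRNPA0 the FL peak at 5:137754263-137754304 in the 5'UTR, on the minus strand, scored 45 in FL, 25 in ΔNTR and 9 in ΔCTR.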

Values the study reported

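The study reported 14,334 peaks for full-length LARP6 and a loss of most of them when the La-module was deleted, while the number of peaks rose on deletion of the NTR or the CTR.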

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

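The shorter ribosomal list and the count of changed input genes from PE150 alone were chosen after the results were seen, and the other alternatives beforehand. Of 322 recomputed values for 79 results, 11 changed direction, and where a change is given without a reason the cause was not tested. No paired analysis was possible because the pooled peak lists carry no replicate number and the input libraries share only replicate number 1. For the same reason no replicate could be left out.

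Score thresholds shorten the lists by construction. With scores above 3 the lists held 6640 FL, 7818 ΔNTR, 7763 ΔCTR, 148 ΔLa-module and 50 ΔNTD peaks, and the ratio of ΔCTR to FL was 1.17. ΔNTR overlapped 45.8%, ΔCTR 51.6% and ΔNTD 0.377% of FL peaks, and the 3'UTR shares were 51.7% (FL), 53.4% (ΔNTR) and 53.9% (ΔCTR). The width differences from FL fell to 0.0225 nt (ΔNTR) and 0.0113 nt (ΔCTR), and peaks at the 5' end of ribosomal protein mRNAs to 21.7% (FL), 21.7% (ΔNTR) and 16.9% (ΔCTR). With scores of at least 10 there were 1929, 1400, 2339, 15 and 4 peaks. The ratio of ΔNTR to FL reversed to 0.726, while that of ΔCTR was 1.21. Overlaps of FL peaks were 48.2% (ΔNTR), 70.0% (ΔCTR), 0.726% (ΔLa-module) and 0.156% (ΔNTD), and the width difference was 2.62 nt for ΔNTR and reversed to -0.262 nt for ΔCTR.

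Thinning to a common total used the ΔNTR total, the lowest, and shortened the ΔCTR list, which had the highest, most. The ratio to FL reversed to 0.906 for ΔCTR and was 1.41 for ΔNTR, where thinning can only raise it. The overlaps were then 38.3% (ΔNTR) and 36.0% (ΔCTR), in the other order than without thinning, and the ratio of ΔNTR to ΔCTR peaks beside FL peaks was 1.85. Joining peaks at most 5 nt apart left 13842 FL, 16556 ΔNTR and 15279 ΔCTR peaks. Each of these numbers lay below its counting interval, though by less than 1.5 times. The ΔLa-module and ΔNTD numbers and the ratios of ΔNTR and ΔCTR to FL stayed within their intervals. Ignoring strand moved no result beyond its interval. Dropping peaks narrower than 5 nt removed none and says nothing about stability. A reciprocal overlap of 50% gave 23.9% (ΔNTR), 26.8% (ΔCTR), 0.565% (ΔLa-module) and 0.293% (ΔNTD). With 3'UTR before CDS the 3'UTR shares of FL, ΔNTR and ΔCTR were 57.9, 60.1 and 61.7%, and weighted by score 52.3, 52.0 and 56.1%. At shared sites the width difference reversed to -0.299 nt for ΔNTR and was 0.711 nt for ΔCTR. Within 50 nt the ratio of ΔNTR to ΔCTR peaks beside FL peaks was 1.18, and relative to placed peaks it reversed to 0.993. With ΔCTR as the reference the ratio of ΔNTR to FL peaks was 1.39. The pyrimidine difference of ΔCTR was -0.679 points in 3'UTRs and -0.716 at peaks that overlapped no other list. The other windows, the ribosomal windows and the shorter ribosomal list stayed within the main intervals.

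Counts of changed input genes were small and moved with most settings. PE150 alone gave 8 higher genes in FL, 102 higher and 7 lower in ΔNTR, 10 and 1 in ΔCTR, 47 and 11 in ΔLa-module, and 37 and 10 in ΔNTD. Total counts in place of TMM gave 8 higher genes in ΔNTR, 1 in ΔCTR and 4 in ΔNTD. At 10 CPM the numbers were 0 in ΔNTR, 1 in ΔLa-module and 0 in ΔNTD. A pseudocount of 0.1 CPM gave 10 higher genes in ΔNTR, 6 in ΔLa-module and 6 in ΔNTD, and 1 lower gene in ΔCTR. A pseudocount of 5 CPM gave 0 in ΔNTR, 0 in ΔLa-module and 0 in ΔNTD. Unstranded counts gave 2 in ΔNTD. DESeq2 size factors and no filter stayed within 1.5 times. At 10 CPM, which leaves 64 to 83 genes, rho between the CPM of the protocols was 0.127 in parental cells, 0.195 in FL, 0.0169 in ΔNTR and 0.0265 in ΔLa-module, and reversed to -0.124 in ΔCTR and -0.0990 in ΔNTD. For fold changes rho was 0.00545 in FL and 0.165 in ΔLa-module and reversed to -0.0272 in ΔNTR.

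Across genes, Spearman's rank correlation between score and abundance rose with PE150 counts, to 0.534 (FL), 0.622 (ΔNTR) and 0.582 (ΔCTR), and changed sign at 100 or more SE50 counts, to -0.0655, -0.0547 and -0.390. Only the ΔCTR interval there (-0.630 to -0.0988) left out 0, and those of FL (-0.353 to 0.224) and ΔNTR (-0.391 to 0.268) did not. Genes with a lower score share in ΔNTR numbered 101 without division by the input and 105 with PE150, and in ΔCTR 54 in either case. Higher genes stayed within 1.5 times, and the split of higher against lower genes in ΔCTR therefore depends on SE50, whose mRNA counts are few. The larger share of mRNA in the SE50 totals of ΔNTR and ΔCTR than of FL also moves genes towards lower. All 12 named score-share genes kept their direction under each alternative. The depth of the iCLIP libraries was unknown here. Depth alone did not shorten the ΔLa-module and ΔNTD lists, since each overlapped 19.3% of the FL peaks of 100 or more, but what part it had is not known. mRNA values normalised to SE50 rest on few counts.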

Other observations

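The tests of depth, including that of the short lists, of a few sites taking most of the score, of background on abundant transcripts, of list length within 50 nt, of different sites as the source of the width difference, of region and low scores for the ΔCTR pyrimidine share, of 7SL copies and of SE50 counts were chosen after the result was seen, and the other tests before.

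The ΔNTR list was longer than the FL list while its summed score was lower. A deeper ΔNTR library with unchanged binding would raise scores at shared sites, where the ΔNTR sum was 0.648 times that of FL (0.619 to 0.675), so depth alone does not account for the longer list. Several explanations stay open. A few dominant sites that leave less score for the rest in FL are one of them. Outside sites scoring 100 or more lay 91.8% of the ΔNTR and 86.1% of the FL score, and the ΔNTR sum there was 0.964 times that of FL (0.942 to 0.987). Outside the shared sites, where FL peaks that both lists overlapped but not 1 to 1 also fall, it was 1.07 times. At a common total the ratio of peak numbers was 1.41 with the strong sites and 1.27 without them. With the depths unknown, these values do not decide. Transcript abundance is another. The median PE150 log2 fold change of ΔNTR against FL differed by 0.00243 (0 to 0.00946) between genes with only ΔNTR peaks and genes with both, but by 0.0302 (0.0177 to 0.0424) between genes with only ΔNTR and only FL peaks. Background on abundant transcripts is open too. The score of peaks found only in ΔNTR followed the PE150 count more closely across genes than that of peaks found only in FL, by 0.0623 in rho with as many peaks drawn from each list. Background RNA may thus have entered the ΔNTR list. Binding of ΔNTR with less selectivity predicts the same and was not separated from it here.

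The excess of ΔNTR over ΔCTR peaks beside FL peaks, a ratio of 1.26, was mostly shared with random placements, and 1.06 was left within 100 nt after them. List length alone was therefore not the whole cause at 100 nt, though the interval started at 1.01. Only peaks off FL peaks could count, and these were 12017 of 17180 ΔNTR but 10415 of 15870 ΔCTR peaks. Placement does not take up this difference, so 1.06 does not show an added excess beside FL peaks. Within 50 nt the value was 0.993, and list length may account for the excess there. A deeper ΔNTR library would give higher scores than ΔCTR at shared sites, and the ΔNTR sum there was 0.572 times that of ΔCTR (0.532 to 0.610). Over placement, both lists were highest closest to FL peaks, at 1.75 for ΔNTR and 1.76 for ΔCTR within 50 nt. Only the contrast between them was larger further out, at 1.09 within 200 nt.

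The ΔNTR peaks were slightly wider than FL peaks. Merging of peaks from several replicates would leave no difference among peaks of score 3, which came from 1 replicate by the study's settings. The difference was 1.07 nt there. At sites shared by FL, ΔNTR and ΔCTR the difference was -0.299 nt, so different sites in the lists may account for the wider ΔNTR peaks. This is not decided, because shared sites leave out FL peaks met by several peaks of a list. ΔNTR scores at shared sites were also 0.648 times those of FL, and width differed with score. The mean FL width was 21.2 nt at a score of 3 and 41.0 nt at 10 or more. The difference was 0.0225 nt (-0.406 to 0.473) among scores above 3 and 2.62 nt (1.44 to 3.78) at 10 or more. Whether the crosslink profile within a site broadened was not analysed here.

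The higher pyrimidine excess at ΔNTR peaks did not come from peaks of score 3, since the difference was 0.379 points among higher scores (0.0576 to 0.705). Whether it comes from the regions bound cannot be told apart from a general difference. In 3'UTRs alone it was 0.250 points, an interval that holds both 0 and the value over all regions. The clearest part of the difference was in G, whose excess was lower in ΔNTR than in FL, with a difference of -0.391 points (-0.597 to -0.206). In 3'UTRs alone the G difference was -0.239 (-0.484 to 0.0119) and not detectable. At ΔCTR peaks the pyrimidine excess was lower than at FL peaks, and neither the share of peaks in 3'UTRs nor low scores were the whole cause. The difference was -0.679 points in 3'UTRs alone (-1.0 to -0.342) and -0.375 among scores above 3 (-0.703 to -0.0566). Over all regions C differed by -0.756 points (-0.963 to -0.564) and T by 0.306 (0.108 to 0.511), while G did not differ detectably (0.0495, -0.139 to 0.234). In 3'UTRs C differed by -0.614 (-0.884 to -0.340) and G by 0.428 (0.195 to 0.667), while T did not differ detectably (-0.0656, -0.361 to 0.220). Of C, G and T, only C thus differed detectably both over all regions and in 3'UTRs. Whether the G and T differences depend on the region was not tested, and their intervals overlapped. Peaks in 3'UTRs were placed over all exons of their gene, so the excess in 3'UTRs is not relative to 3'UTR sequence.

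The ΔLa-module and ΔNTD lists were short. A shallower library with unchanged binding would keep the strongest sites first. Of the 57 FL peaks of 100 or more, each list overlapped 11, or 19.3% (11.1 to 31.3%), while 477 of 636 ΔLa-module and 219 of 291 ΔNTD peaks overlapped no FL peak. Depth alone therefore does not account for the short lists, and its part beside other causes is unknown. Of the ΔLa-module peaks, 25% overlapped an FL peak, against a mean of 9.83% (7.73 to 12.6%) when they were placed at random in the same genes. For ΔNTD, which lacks the NTR as well, the share was 24.7% (20.1 to 30%), against 6.41% (3.12 to 9.38%) when placed. This is in line with some binding that remains at FL sites, or with background that favours the same sites. The ΔNTD list overlapped 4.56% of the ΔLa-module peaks, and as many peaks drawn from the FL list overlapped 0.521% (0 to 1.1%). Both explanations may hold, and the like shares of the lists do not separate them. Mitochondrial transcripts held 42 ΔLa-module peaks and 103 FL peaks.

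Of 58 FL peaks in introns or between genes with a score of at least 20, 54 were also in ΔNTR and ΔCTR and 4 were missing from one of them. Of the missing ones 75% (3 of 4) shared 11 nt with RN7SL1, the 7SL RNA gene, and of the others 1 of 54 did. Among strong ΔNTR and ΔCTR peaks of this kind 1 of 2 and 2 of 5 missing ones did. Among FL peaks below a score of 20, 37 of 1100 missing ones (3.36%) and 4 of 70 found in all 3 lists (5.71%) shared 11 nt, and of strong exonic FL peaks 0 of 25 missing and 15 of 715 others did. The 3 FL peaks were in LINC01312 and FBXW7, present in FL and ΔCTR with scores of 80 and 138 and of 54 and 64 and missing from ΔNTR, and in EYA4, present in FL and ΔNTR with 63 and 56 and missing from ΔCTR. Reads from copies of 7SL RNA, or parental peaks subtracted at such copies, are a candidate explanation for lists that hold a strong peak or nothing. It cannot be told apart from a binding difference, because these peaks raised the idea, are too few, and the weaker and the exonic peaks did not show the contrast.

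Few genes changed in both input protocols. In FL and ΔCTR, PE150 itself counted 0 of the tested genes as changed. The genes that PE150 alone counted, 8 higher in FL and 10 higher and 1 lower in ΔCTR, lay outside the tested ones, which needed at least 1 CPM in SE50. Low SE50 counts may thus have kept PE150 changes out of the count, and a test on genes chosen by their SE50 counts cannot exclude it. In ΔNTR, ΔLa-module and ΔNTD, 13.2% (7 of 53) of the tested genes changed in PE150 also changed in SE50. Whether the few SE50 counts of mRNAs hid the others stays open, since without replicates the PE150 changes themselves were not checked. The largest SE50 change among the named genes, OASL, was at -3.28 in FL and between -3.31 and -2.91 in the other 4 lines, while PE150 stayed between -0.23 and 0.0016. All 5 share the parental SE50 library, whose 184 counts stand against 8 to 12 elsewhere, so a value peculiar to that library is enough to give this pattern. ZMYM2 behaved in the opposite way, with 169 SE50 counts in parental cells and 578 to 875 in the other lines. No biological explanation was tested.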
